A study of Mus musculus with 28 samples. Its data were reported in "Deciphering genetic and nongenetic factors underlying tumour dormancy: insights from multiomics analysis of two syngeneic MRD models of melanoma and leukemia" (2024).

How the data were processed

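Genomic DNA of 28 mouse samples was measured by array comparative genomic hybridization on a 2-colour design with 180880 spots per array, of which 6575 were control spots. The sample DNA carried Cy5 (red) and the reference DNA carried Cy3 (green) on every array, with no dye swap. Per the labels, 5 arrays held B16 samples against a reference of C57BL6 origin and 23 held DA1-3B samples against a reference labelled with the DA1-3B name.

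The authors scanned the arrays and extracted the spots with Feature Extraction 10.7.3.1. Per the file headers, the deposited processed signals were intensity values of each channel, background-subtracted, spatially detrended and linearly dye-normalised within each array, without a lowess step. The deposited log ratio of each spot, and the deposited table of the whole series, were log10 values of red over green, and the largest difference between them was 0. The deposited error of each log ratio was also on the log10 scale. The deposited well-above-background, outlier and saturation marks of each spot were score values. Probe positions in the deposited files were on the mm9 (NCBI37) build, and all 170305 probes lay inside their chromosome of that reference genome.

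The main value was the log2 ratio of the red to the green processed signal. Spots marked as outliers were removed, 4000 repeat spots were averaged with their probe, and each array was centred on the median of its 161460 probes on chromosomes 1 to 19. There were also 8723 probes on chromosome X and 122 on chromosome Y, and neighbouring probes lay a median of 10.9 kb apart.

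Gains and losses were called on each array with an own implementation of the ADM-2 interval search, the method named in the study's methods, for which no threshold was stated. An interval needed a score of at least 6, at least 3 probes and an absolute mean log2 ratio of at least 0.25. Probe errors were taken from the deposited log ratio error and rescaled to the array's own noise, estimated from differences between neighbouring probes. The altered share is the percentage of the probe-covered length of chromosomes 1 to 19 and X in called intervals. For 2 B16 arrays the same search was run on the probe-wise difference of their log2 ratios. On simulated data, 0.0152% and 0.0317% of unaltered probes were called at the noise of arrays B16F1_D and J20 4. At those noise levels 95% and 60% of simulated segments of 10 probes at a log2 ratio of 0.33 were recovered, and 5% and 0% of those of 3 probes. All simulated segments of 30 or 100 probes, and all at a log2 ratio of 1.0, were recovered.

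Replicated groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on the mean log2 ratios of 2531 bins of 1000 kb, each with at least 10 probes (median 70). A single fit held J20 (3 arrays), J35 (4), J60 (3), J365 (2) and SO_422 (4), with 11 residual degrees of freedom. It estimates 1 spread per bin for all groups, but SO_422 arrays varied less than those of J20, J60 and J365. The variance of pair differences was 1.70 to 2.35 times that from probe noise in SO_422. It was 7.16 to 35.2 times in J20, 8.95 to 26.9 times in J60 and 90.1 times in J365. The p values of the J comparisons may therefore be too small. Bins with a Benjamini-Hochberg adjusted p under 0.05 were called. A bin counted as altered against the reference when its group mean passed that limit and was also at least 0.25 from 0. In simulated data every array had the J20 mean of each bin and the spread of the fit, with noise drawn independently for each bin. Of 200 bins changed in J60, 77.4% were recovered at a log2 change of 0.2 and 93.8% at 0.3. Of the called bins, 4.33% and 4.96% were false. Real bins of a chromosome move together and real groups differ in spread, so these rates need not hold for the real calls. Altered shares of J20, J35 and J60 were compared by two-sided exact permutation tests with Benjamini-Hochberg adjustment over the 3 pairs. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.

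Groups came from the sample labels alone. The labels put the 5 B16 arrays in 5 groups of 1 array, so these were compared as values without a test across samples. The 4 arrays titled MO_1, MO560_4, MO5365_6 and T2M0 could not be assigned to a group and entered no comparison. No label named a parental leukemia sample, so parental and dormant leukemia cells were not compared.

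Genes were named by a rule. Named were genes from a list made beforehand of those to which the study's text assigns a copy number state (it left out some and took in F13a1, which has none there), the 5 called regions with the largest difference in each comparison, and the 5 called segments of at least 10 probes with the largest mean on each array, from which the text gives those shared between arrays and summarises the rest. A gene's value was the mean log2 ratio of the probes within 250 kb of its own probes. The deposited files carry no gene names, so gene positions came from the GENCODE annotation of the same build. Genes with no probe of their own were left out, among them Ckb, Magee1, Vars2, Prps1l1 and Aldoa, and the text does not give every gene of the lists.

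Groups, comparisons, thresholds and most alternatives were chosen before the data were examined. These alternatives were centring on the mode of the bin means, no centring, normexp background correction with an offset of 50, values of the whole-series table, log2 limits of 0.15 and 0.35, a score threshold of 10, equal probe weights, probes well above background only (166588 probes, with 3717 left out), bins of 250 kb with at least 5 probes, the fit without SO_422, the slide or the replicate number as a block, gene windows of 500 kb or the gene's own probes, the D-labelled B16 arrays as a single group, and leaving out each array in turn. The normexp alternative used median signals, since the files hold no mean signals. The slide block was fitted without SO_422, with 5 residual degrees of freedom. The replicate block also left out J365 and J60 T3, with 2 residual degrees of freedom. A GC content correction, the scan session as a block and the counting of J35 4 and J35 5 as 1 replicate were added after the data were seen. Within the slides and scan sessions, slide 1 held the SO_422 arrays only, and slides 6 and 7 held all B16 arrays and 3 of the unassigned ones.

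Depth on an array is its signal over background. In the weaker channel the median signal was 3.87 to 8.8 times the background over the 28 arrays, and the probe noise was 0.10 to 0.24 on the log2 scale. The number of arrays per group limits the precision of the group values.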

Results

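Copy number was measured in genomic DNA of 28 mouse samples from a melanoma and a leukemia model of tumour dormancy, as the log2 ratio of sample to reference signal at 170305 probes per array. The melanoma samples were 5 arrays of the B16 line, titled M, D, D733, D735 and D739. M and D are the letters with which the study names its parental and its dormant melanoma cells, and the labels explain none of the other titles. The leukemia model was the DA1-3B line with 23 arrays, of which 12 had titles with a J number: J20 (3 arrays), J35 (4), J60 (3) and J365 (2). The labels do not expand the letter J. The remaining groups were SO_422 (4 arrays) and the single arrays D365, S0_536 and C3H, and 4 arrays had no group. The median signal of the weaker channel was 3.87 to 8.8 times the background. B16 groups, D365, S0_536 and C3H had no replicates.

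The share of the genome called gained or lost differed widely between arrays. It was 39.5% in M, 41.7% in D, 42.5% in D733, 28.8% in D735 and 41.6% in D739. The 12 J arrays had a mean share of 25.3% ± 4.81 (SD, n = 12), and D365 had 28.6%. In contrast, SO_422 had 0.172% ± 0.074 (SD, n = 4), S0_536 had 0.238% and C3H had 0.0297%. The alternative that moved the mean of the J arrays most was a log2 limit of 0.15, with 44.6%, and a limit of 0.35 gave 11.9%. The value of D735 depended on the zero level of that array: centring on the mode gave 45.7%, since the mode of its bin means lay at −0.19 on the log2 scale and those of the other B16 arrays at 0.02 to 0.03.

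**Figure D1:**
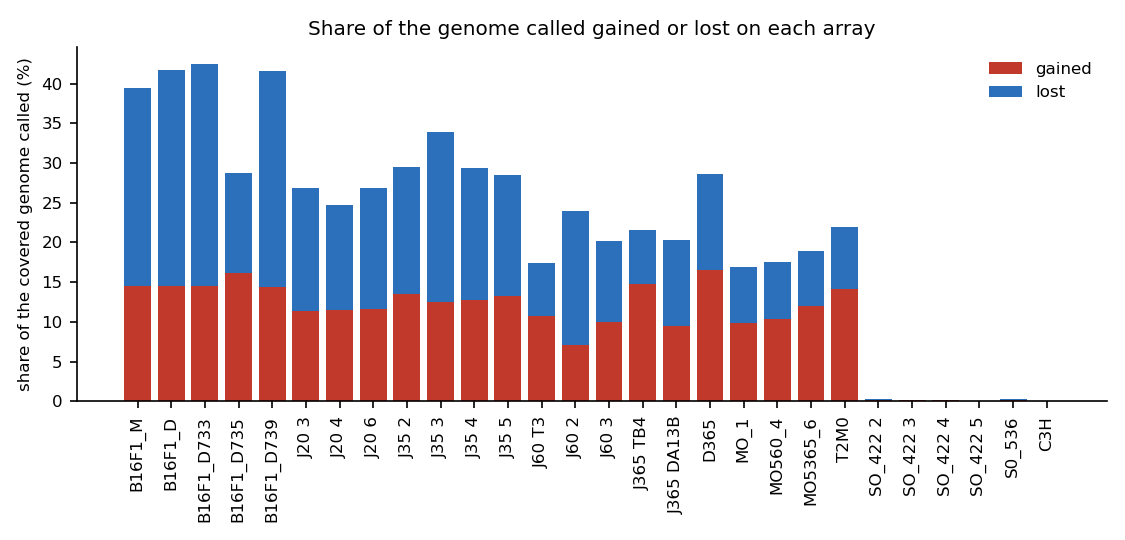
Share of the probe-covered genome called gained (red) or lost (blue) on each of the 28 arrays, in percent, with the B16 arrays first. The SO_422, S0_536 and C3H arrays at the right lie between 0.0297% and 0.257%, and the other arrays between 16.9% and 42.5%.

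The B16 arrays were compared to ask whether parental and dormant melanoma cells differ in copy number. In the probe-wise difference of D and M, 4.99% of the genome was called, 4.90% lower and 0.0896% higher in D. The same share was 4.99% for D733 against M and 4.53% for D739 against M. By comparison, D, D733 and D739 differed from each other over 0.227% to 0.443% of the genome. Among the alternatives that keep these 2 arrays, the D minus M share changed most with a log2 limit of 0.35, which gave 1.27%. The other 2 shares against M were less stable. Over the alternatives that of D733 ran from 0.194% to 5.50% and that of D739 from 0.618% to 5.28%. Nearly all of the called difference lay on chromosome 10, where 92.9% of the length was called lower in D than in M, 98.8% in D733 and 88.5% in D739. Over the 127 bins of chromosome 10, the mean log2 ratio was −0.007 in M (95% interval from −0.015 to 0.001, from the scatter of bins within the array), −0.33 in D, −0.32 in D733, 0.06 in D735 and −0.31 in D739. D lay below M by a log2 difference of −0.32 (95% interval from −0.33 to −0.32), and the difference stayed between −0.34 and −0.32 under 6 alternatives.

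**Figure D2:**
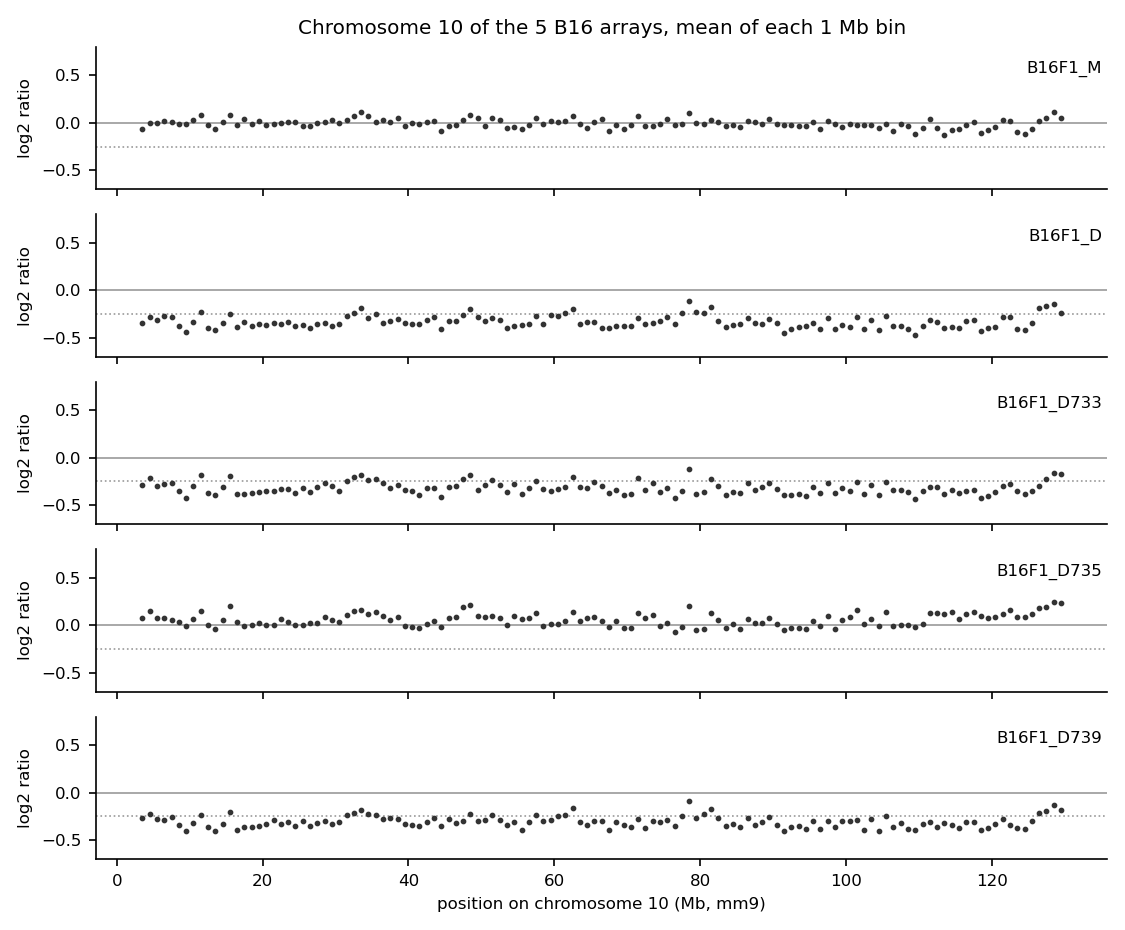
Mean log2 ratio (vertical axis) of each 1 Mb bin along chromosome 10 (horizontal axis, Mb, mm9) in the 5 B16 arrays, with the dotted line at the loss limit of −0.25. Bins of D, D733 and D739 lie around −0.32, and bins of M and D735 lie around 0, with 0 of 127 bins below the limit in either.

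D735 differed from the other D-labelled arrays. Its difference from D covered 9.39% of the genome, that from D733 6.22%, that from D739 8.26% and that from M 5.88%. Of the difference from M, 3.84% of the genome was lower and 2.03% higher in D735. The stretches called lower than in M covered 27.1% of chromosome 3, 26.9% of chromosome 13 and 17.3% of chromosome 17, and 10.4% of chromosome 2 was called higher. With mode centring the difference between D735 and D covered 58.2%, the difference of D735 from M ranged from 0.146% to 61.1% over the alternatives, and calls of gain or loss in D735 rest on its centring.

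The deepest losses of the B16 arrays were shared by M and the D-labelled arrays. A stretch within Fhit on chromosome 14 (10917858 to 11052624, mm9, 17 probes) had a mean log2 ratio of −4.64 in M, −4.65 in D, −4.54 in D733 and −4.33 in D735. In D739 a called segment from 10917858 to 11020800 (13 probes) had −4.77. Such depths depended on the background correction: with normexp the value of D at Gpc6, given next, was −2.17. Another stretch of Fhit (10763815 to 10847514, 10 probes) had −4.53 to −4.21 in the 5 arrays, and Gpc6 (118187520 to 118358753, 20 probes) had −4.44 to −4.31 in M, D, D733 and D735. Within Il1rapl1 on chromosome X (84703772 to 84851573, 15 probes), M had −4.08 and D735 −3.87. The other top segments of the B16 arrays lay on chromosome X at −1.99 to −1.69.

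Copy number was measured at genes listed beforehand from the study's text, where a gene had probes. The list does not hold every gene to which the text assigns a state. All 12 listed genes on chromosome 10 were lower in D than in M, by log2 differences from −0.42 to −0.20. On chromosome 10, Gstt3, Lta4h, Metap2, S100b, Slc25a3, Stx7, Ube2n and Wasf1 were called lost in D, D733 and D739 and not in M or D735. Lrp1 (−0.24 in D), Ap3d1 (−0.21), Eef2 (−0.23) and Wdr18 (−0.21) had means short of the loss limit in D and were called lost in D733 alone. Such a mean did not decide the call by itself, since Kif24 (−0.24) and Stk40 (−0.21) were called lost in D. Ass1, on chromosome 2, had 0.06 in M and 0.11 in D and was not called in any of the 5 arrays. Ddx18 was gained in M (0.28) and D (0.31), as was Tubgcp6 (0.31 and 0.38), which was not called in D735. Capg, Cdc42bpb, Pfkm, Rangap1, Tex2 and Vmn2r26 were also gained in M and D. Adam2, Hsd17b4, Kif24, Stk40 and Vps13d were lost in M and D. Ahnak, Pafah2 and Yars were lost in M and not called in D, with log2 differences of 0.04 to 0.09 between the arrays. Dscam (−0.13 and −0.12), Eno1, Brca2, Pml and Pgk1 were called in neither.

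Against the reference DNA, limma found 611 altered bins of 2531 in J20 (265 gained and 346 lost), 712 in J35 (311 and 401), 421 in J60 (224 and 197) and 457 in J365 (247 and 210). SO_422 had 2 altered bins, both gained, although 529 bins had an unadjusted p under 0.05. With log2 limits of 0.15 and 0.35 the J20 count was 1165 and 285, and bins of 250 kb gave 2517 of 9932. The deepest losses were again in Fhit, here on chromosome 14 from 10750672 to 10885746 (16 probes), with −4.51 to −3.81 in 17 arrays (the 12 J arrays, D365 and the 4 without a group), and in Wwox on chromosome 8 (117478300 to 117600210, 12 probes), with −3.01 to −1.57 in the same 17 arrays. The lowest Wwox values were −3.01 in J20 6 and −2.50 in J20 4, against −1.91 in J20 3. The other top segments of these arrays were on chromosome X. In SO_422 the top gains lay at the immunoglobulin heavy chain locus on chromosome 12, with 0.45 to 0.94 in its highest segment per array. A gain at Skint4, Skint3 and Skint9 on chromosome 4 was the only segment of at least 10 probes in C3H (0.36), and it was also the highest of S0_536 (1.26), ahead of Nlrp1b on chromosome 11 (70989862 to 71107103, 0.98).

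J35 4 and J35 5 were nearly alike. Segments of their difference covered 0.0286% of the genome, the correlation over autosomal bins was 0.986, and the variance of their difference was 2.04 times that from probe noise. The pairs of SO_422 arrays had 1.70 to 2.35 times that noise, and the pairs of J20 arrays 7.16 to 35.2 times. Whether J35 4 and J35 5 hold the same DNA was not decided, since repeat arrays of one DNA can also exceed probe noise. They were counted as separate arrays because the labels number them separately, and the alternative of counting them as 1 is given where it changed a call. The 2 J365 arrays had a correlation of 0.658 with each other, and the variance of their difference was 90.1 times that from noise.

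The J arrays were compared to ask how copy number varied with the J number, the only graded label of the leukemia model. The altered share was 26.1% ± 1.28 (SD, n = 3) in J20, 30.3% ± 2.44 (SD, n = 4) in J35, 20.5% ± 3.26 (SD, n = 3) in J60 and 20.9% ± 0.842 (SD, n = 2) in J365. J60 was lower than J35 by −9.83 percentage points (two-sided exact permutation p = 0.0286, the smallest the design allows; adjusted p = 0.0857). J60 minus J20 was −5.64 points (two-sided exact permutation p = 0.1, the smallest possible; adjusted p = 0.1). J35 minus J20 was 4.19 points (two-sided exact permutation p = 0.0571, smallest possible 0.0286; adjusted p = 0.0857). No pair passed the correction, and J35 minus J20 became −0.73 points with the log2 limit of 0.35 and −1.81 points with a GC correction. On slide 4 the share was 26.9% in J20 3, 33.9% in J35 3, 23.9% in J60 2 and 20.1% in J60 3. On slide 5 it was 24.7% in J20 4, 26.9% in J20 6, 29.4% in J35 4 and 28.5% in J35 5, so that every J35 array lay above every J20 array of its slide. Both J60 arrays of slide 4 lay below the other arrays on it.

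Between J60 and J20, limma called 418 of 2531 bins, 154 higher and 264 lower in J60. The count was 1562 of 9932 with bins of 250 kb, where more bins are tested. On the same bins it moved most with the replicate number as a block, to 269 (29 higher and 240 lower). That fit left out J60 T3, J365 and SO_422 and had 2 residual degrees of freedom, so a lost call there can come from fewer arrays. With the slide as a block it was 402, of which 284 were among the 418. On chromosome 1, 152 of 192 bins were lower in J60, with means of −0.07 ± 0.02 (SD, n = 3) in J60 and 0.20 ± 0.01 (SD, n = 3) in J20. On chromosome 9, 93 of 121 bins were lower, with 0.07 ± 0.11 (SD, n = 3) in J60 and 0.30 ± 0.02 (SD, n = 3) in J20. The region with the largest difference was on chromosome 13 (108000001 to 121000000), where J60 had 0.26 ± 0.008 (SD, n = 3) and J20 −0.15 ± 0.09 (SD, n = 3), a difference of 0.41. The 3 J60 arrays there lay at 0.25 to 0.26 and the 3 J20 arrays at −0.26 to −0.09. The next regions were on chromosome 11 (3000001 to 16000000, difference 0.34), chromosome 5 (98000001 to 123000000, 0.32), chromosome 2 (3000001 to 30000000, 0.29) and chromosome 12 (120000001 to 122000000, −0.28), the last with Sp8, Abcb5, Itgb8, Macc1 and Tmem196. With the slide or the replicate number as a block, the regions on chromosomes 13 and 11 stayed called and those on chromosomes 5, 2 and 12 did not. On chromosome 5 the J20 arrays ranged from −0.46 to −0.10, and the J60 arrays from −0.02 to −0.002.

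**Figure D3:**
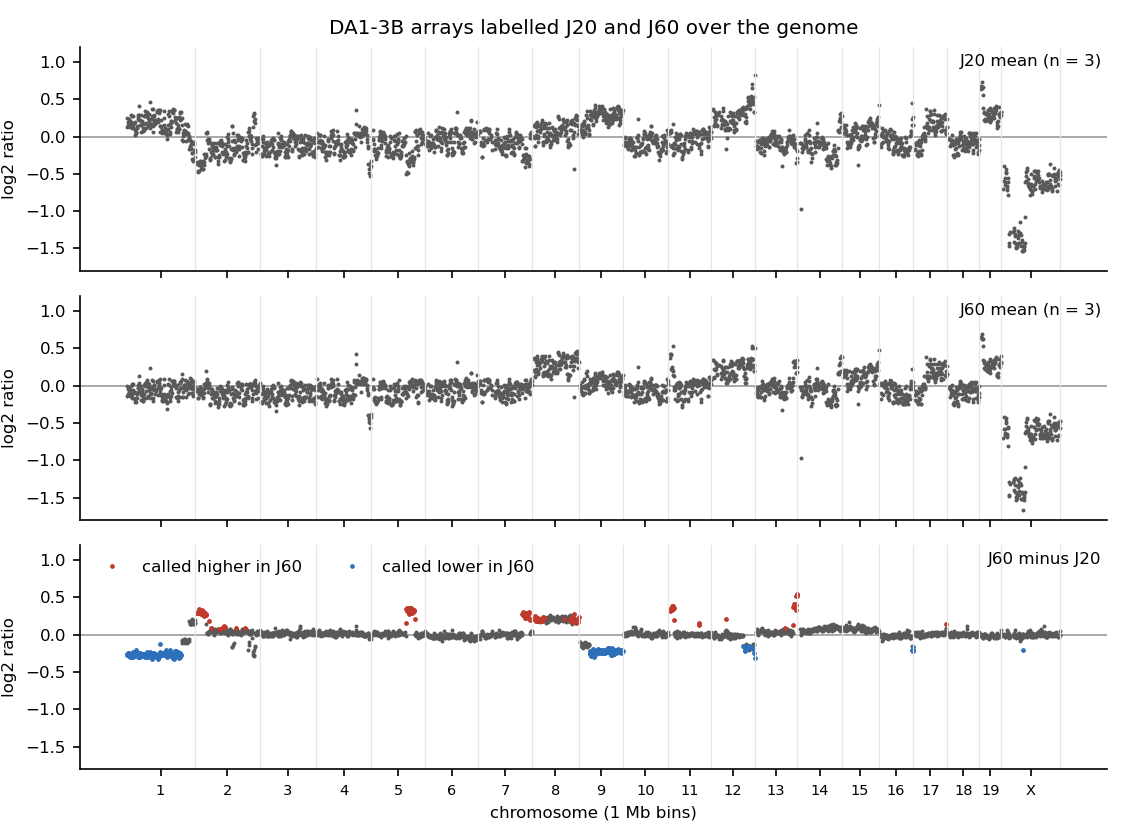
Mean log2 ratio (vertical axis) of each 1 Mb bin along chromosomes 1 to 19 and X (horizontal axis) for J20 (n = 3, top), J60 (n = 3, middle) and their difference (bottom), with called bins in red (154 higher in J60) and blue (264 lower). The blue stretches on chromosomes 1 and 9 hold 152 and 93 called bins.

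Between J365 and J20, 254 bins were called by limma, 99 higher and 155 lower in J365. The largest differences were on chromosome 13 (108000001 to 121000000, 0.47), chromosome 11 (3000001 to 16000000, 0.40), chromosome 5 (98000001 to 123000000, 0.34), chromosome 12 (121000001 to 122000000 with Tmem196, −0.32) and chromosome 2 (7000001 to 11000000, 0.31). On chromosome 1, 124 bins were lower in J365. With the slide as a block 201 bins were called, 49 higher and 152 lower, of which 136 were among the 254, and of the named regions those on chromosomes 13 and 11 stayed called and those on chromosomes 5, 12 and 2 did not. The count rested on single arrays of J365: it was 491 without J365 TB4 and 158 without J365 DA13B.

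J365 was compared with J60 because the study names 2 stages of its leukemia model with these numbers. Here limma called 122 bins, 101 higher and 21 lower in J365. Of these, 94 lay on chromosome 9, with 0.33 ± 0.04 (SD, n = 2) in J365 and 0.07 ± 0.11 (SD, n = 3) in J60, and 19 lay on chromosome 19. Within chromosome 9 the stretch from 30000001 to 112000000 ranged from 0.30 to 0.35 in the J365 arrays and from −0.01 to 0.19 in the J60 arrays. This comparison did not hold up in every setting. With the slide as a block, limma called 0 bins, with 235 at an unadjusted p under 0.05. Without J365 TB4 it called 470 bins, 123 higher and 347 lower, without J60 T3 425 bins, and without J365 DA13B 130 bins, all higher.

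Between J35 and J20, limma called 80 bins, 63 higher and 17 lower in J35, with adjusted p values of 0.0436 to 0.0497. The largest difference was on chromosome 1 (179000001 to 197000000, 0.45), where the 4 J35 arrays had 0.27 ± 0.01 (SD, n = 4). J20 3 had 0.25 there, J20 4 had −0.36 and J20 6 had −0.42, so that J20 3 lay beside the J35 arrays and apart from its own group. The other named regions were on chromosome 13 (117000001 to 121000000, −0.36), chromosome 9 (5000001 to 6000000 with Casp1, Casp4 and Casp12, −0.31) and chromosome 5 (99000001 to 108000000 and 110000001 to 123000000, 0.30 each). This count was not stable: limma called 0 bins with the slide as a block (534 at an unadjusted p under 0.05) and 0 with J35 4 and J35 5 as 1 replicate (296). It called 237 without J20 3 and 0 without any other single array of either group.

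Of the leukemia genes listed from the study's text, 25 had probes. To F13a1, among them, the text gives a histone pattern and no copy number state. Ehd1 and Ttc7b were gained in all 12 J arrays, and Eno1, Fam3a, Htr2c, Lancl3, Pgk1, Psmd10, Trpc5 and Zfp185 were lost in all 12. Of the lost genes, all but Eno1 lie on chromosome X. Dnmt3b and F13a1 were called in no J array. Adjusted over the list alone, limma called 10 genes between J60 and J20, 7 between J365 and J20, 10 between J365 and J60 and 1 between J35 and J20 (Ttc7b, −0.15). The study chose the list on samples of the same model, so these counts are not independent evidence. Ap1b1 rose from 0.03 ± 0.04 (SD, n = 3) in J20 to 0.39 ± 0.07 (SD, n = 3) in J60 (limma, adjusted p = 1.13e-11), and Thoc5 from 0.06 ± 0.04 (SD, n = 3) to 0.40 ± 0.07 (SD, n = 3). The other 8 genes called between J60 and J20 were lower in J60: Acy1 (−0.26), Cyp11a1, Me1, Nedd4, Snap91, Trak1, Vps13c and Ttc7b (−0.17). All of these but Ttc7b lie on chromosome 9, and Ap1b1 and Thoc5 have overlapping windows on chromosome 11. The 10 genes called between J365 and J60 lie on chromosomes 9 and 19. Genes that share a stretch are not separate results. Among bins of chromosome 11 the smallest adjusted p was 4.56e-07 (limma), so the p of Ap1b1 depends on the list. In J365, Ap1b1 had 0.41 ± 0.09 (SD, n = 2) and Acy1 0.43 ± 0.14 (SD, n = 2). In the single D365 array Ap1b1 had 0.38 and Acy1 0.07. Restricted to the genes' own probes, J35 minus J20 had 0 called genes and J365 minus J20 had 2.

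Whole chromosomes were shifted below the calling limit in the arrays with few calls. In the 4 SO_422 arrays, chromosome 15 had mean log2 ratios of −0.14, chromosome 17 −0.07 to −0.06 and chromosome 2 −0.05, and 14 other autosomes lay between −0.001 and 0.02. S0_536 had −0.13 on chromosome 15 and −0.08 on chromosome 12. C3H had 0.18 on chromosome 3 and 0.11 on chromosome 17. The green signal, which is that of the reference DNA, was higher on chromosome 15 in the SO_422 arrays than in the B16 arrays, by 0.13 on the log2 scale. Ratios of the DA1-3B arrays on chromosomes 15, 17 and 2 share this reference signal, which drops out of the differences between J groups. The green signal of chromosome Y was at most 3.54% of the autosomal signal over the 28 arrays, and the red signal of chromosome X was 43.3% to 102% of it.

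**Figure D4:**
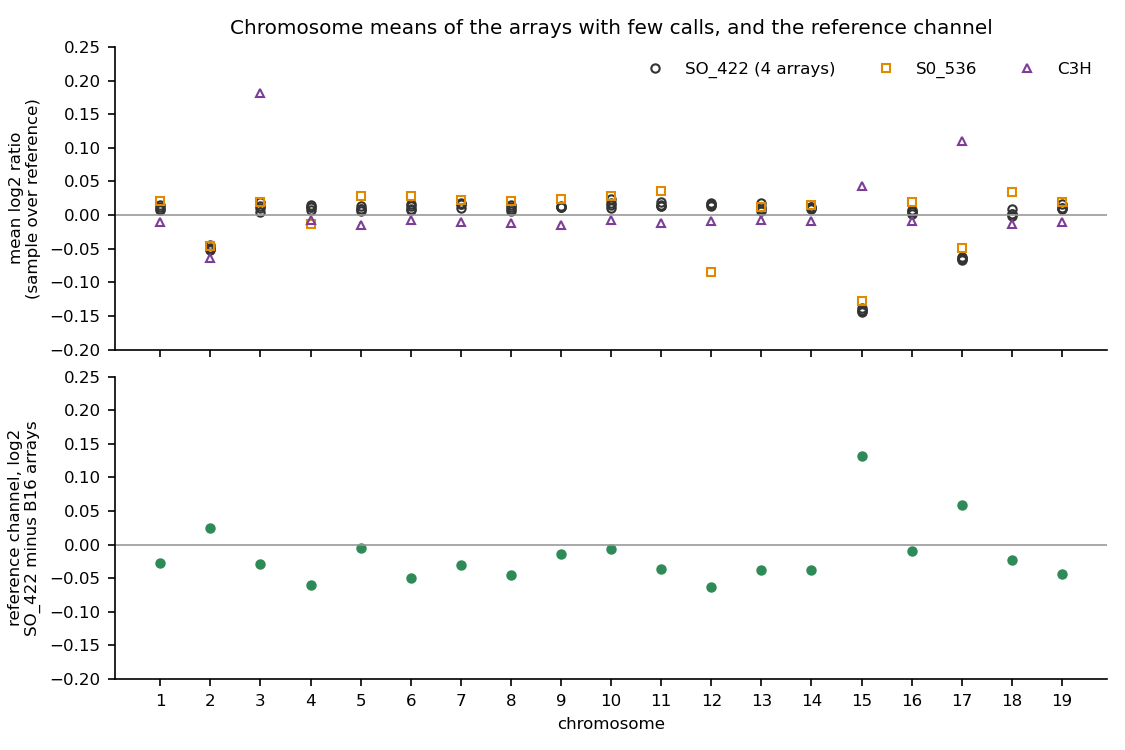
Mean log2 ratio of each autosome (horizontal axis) in the 4 SO_422 arrays, S0_536 and C3H (top), and the log2 difference of the green reference signal between SO_422 and B16 arrays (bottom). Chromosome 15 lies at −0.14 in SO_422 in the top panel and at 0.13 in the bottom panel.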

Values the study reported

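For the melanoma model, the study described 26 mutated genes as common to parental and dormant cells. Of these, 2 (Ddx18 and Tubgcp6) were reported as amplified in both states, and 2 (Lrp1 and Ap3d1) as deleted in dormant cells alone. Among the proteins with lower levels in dormant melanoma, the genes of 9 were reported as deleted in the dormant model specifically, Ass1 among them. For both models the study described the arm-level copy number pattern as alike in parental and dormant cells.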

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

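Of the tests in this part, the slide tests, the test for a constant shift of D735, the test of its chromosome order and the test for a repeated M sample in D735 were chosen only after the result was seen.

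Chromosome 10 stood out because the D-labelled B16 arrays had values on different sides of M there. The mean log2 difference from M was −0.32 in D, −0.31 in D733 and −0.30 in D739, but 0.066 in D735. Each is 1 array, so the difference between D735 and the others was not tested. Over 6 alternatives the value of D735 minus M ran from 0.054 to 0.27, so its size depended on the processing. Its direction rests on the zero level of D735 and is not settled by them. Chromosomes 4, 6, 8 and 14 of D735 lay farther above M, at 0.14 to 0.17, while chromosomes 9, 12 and 17 had −0.21 to −0.17. Several technical explanations were argued against for the lower level in D, D733 and D739. Arrays centred on the mode or left uncentred kept a D minus M difference of −0.32, the GC correction left −0.32 and normexp gave −0.34. M and D were on the same slide (−0.32), so a slide effect cannot produce the difference between them. A dilution of the M sample with reference DNA would have flattened its whole profile, but the slope of M on D over the other autosomes was 0.966. What stays open is a loss of chromosome 10 in part or all of the cells of D, D733 and D739, or a wrong label of the M array, and the latter was not tested. Whether such a loss goes with dormancy is also untested, since there was 1 array of M and D735 lacked the loss. The study described the arm-level pattern as alike in parental and dormant cells. If M is the parental array, the values of D, D733 and D739 on chromosome 10 go against that.

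D735 was the D-labelled array without the chromosome 10 loss, and it differed from D over 9.39% of the genome although both were on the same slide. Mode centring raised this share to 58.2%, so a different centring did not remove it, but this setting itself moved D735 more than the other arrays and says little about a constant shift. A constant shift was instead argued against by the chromosome means of D735 minus D, which spread over 0.62 on the log2 scale, from 0.39 on chromosome 10 to −0.23 on chromosome 17. Dilution of a sample like D with reference DNA would have kept the order of the chromosomes, but chromosome 13 lay 0.26 above chromosome 10 in D and 0.27 below it in D735. The largest such reversal was 0.02 for D733 and 0.03 for D739. The Fhit stretch, planned for this test, left it undecided: it lay at −4.33 against −2.82 under dilution, but with normexp at −1.83 against −1.76. A repeated array of the M sample was argued against by the chromosome means of D735 minus M, which spread over 0.38, from 0.17 on chromosome 4 to −0.21 on chromosome 17, against at most 0.07 in the pairs among D, D733 and D739. This measure replaced the called share of D735 minus M (5.88%), which ran from 0.146% to 61.1% over the alternatives. What remains open are a sample from another passage or animal, or a wrong label, and neither was tested. No biological explanation was tested either, because the labels do not say how D735 relates to D733 and D739.

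A signal also appeared in the 4 DA1-3B arrays that the labels put in no group. The altered share was 16.9% in MO_1, 17.6% in MO560_4, 18.9% in MO5365_6 and 21.9% in T2M0, against 0.0297% in C3H. The Fhit stretch lay at −4.14 in MO_1, −4.34 in MO560_4, −4.13 in MO5365_6 and −3.97 in T2M0, within or near the range of the J arrays. These values were not explained further, and no technical or biological explanation was tested for them.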

How the results depend on the processing

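Of the alternatives in this part, the GC correction, the scan session as a block and J35 4 and J35 5 as 1 replicate were chosen after seeing the data. Unless a reason is given below, the cause was not tested.

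The J35 minus J20 count of 80 bins was the least stable. It was 327 of 9932 with bins of 250 kb, where more bins are tested, and 1 with mode centring (lower in J35). In limma it was 0 with the GC correction (294 at an unadjusted p under 0.05), without SO_422 (252), with the replicate number as a block (48), with the slide as a block (534), with the scan session as a block (406) and with J35 4 and J35 5 as 1 replicate (296). Leaving out 1 array gave 0 to 237, with 237 without J20 3 and 0 without each of the other 6 arrays. Within chromosome 1, from 179000001, J20 3 lay with the J35 arrays, so the spread within J20 is what this array changes. With normexp 65 bins were higher and 7 lower.

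The J60 minus J20 count of 418 bins was 1562 of 9932 with bins of 250 kb and 269 with the replicate number as a block (29 higher and 240 lower). The other 10 of 12 alternatives stayed within 1.5 times of it, among them GC correction (454), slide (402, of which 284 were among the 418), scan session (410) and J35 4 and J35 5 as 1 replicate (412). Without SO_422 the count was 358, and leaving out 1 array gave 326 to 538. Mode centring gave 96 higher and 271 lower. Arrays of different groups that share a replicate number had correlations of 0.081 to 0.219 in 5 pairs (median 0.181), inside the range of −0.55 to 0.50 in the 28 other pairs, so the numbers were not read as pairs. The J365 arrays and J60 T3 carry no such number. That block left them out and gave no value for J365.

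The J365 minus J20 count of 254 was 754 with bins of 250 kb, 201 with the slide as a block (49 higher and 152 lower, 136 of them among the 254) and 158 to 491 when 1 array was left out (491 without J365 TB4, 158 without J365 DA13B). The lone J365 array is then assumed to vary like the other groups. Without SO_422 the J365 minus J20 count was 172. The J365 minus J60 count of 122 was 426 with bins of 250 kb, 80 without SO_422, 0 by limma with the slide as a block (235 at an unadjusted p under 0.05) and 304 with the scan session as a block (149 higher and 155 lower). Leaving out 1 array gave 82 to 470, with 470 without J365 TB4 (123 higher and 347 lower) and 425 without J60 T3 (359 higher and 66 lower). Mode centring gave 87 higher and 1 lower, and normexp 96 and 3. Over the 4 comparisons, 43 of 69 alternatives stayed within 1.5 times of the count.

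Counts of bins altered against the reference followed the limits, as their construction requires. With log2 limits of 0.15 and 0.35 and bins of 250 kb, they were 1165, 285 and 2517 in J20, 1253, 274 and 2873 in J35, 992, 234 and 1818 in J60, 803, 260 and 1821 in J365, and 45, 1 and 24 in SO_422. The GC correction gave 472 in J35 (286 gained and 186 lost), and normexp gave 6 in SO_422 (2 gained and 4 lost). Mode centring turned the balance in J20 (341 gained and 261 lost) and J35 (404 and 252). The GC correction turned it in J20 (270 and 246) as well as in J35. In J60 losses outnumbered gains at the limits of 0.15 (394 gained and 598 lost) and 0.35 (76 and 158). They also did with bins of 250 kb (874 and 944) and with normexp (250 and 327). In J365 the balance turned at 0.35 (83 and 177), and in SO_422 at 0.15 (5 and 40). In all, 53 of 70 alternatives stayed within 1.5 times.

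The altered share also followed the limits. The mean of the 12 J arrays was 44.6% at 0.15, 11.9% at 0.35 and 30.2% with normexp. SO_422 had 0.782% at 0.15, 0.0781% with a score threshold of 10 and 0.285% with equal probe weights, and 0.144% to 0.198% when 1 array was left out. M had 40.9% at 0.15, 18.3% at 0.35, 40.4% with normexp, 39.8% with the score threshold of 10, 40.1% with equal weights and 39.9% with probes well above background only. D had 48.3%, 23.4%, 44.4% and 43.9% in the first 4 of these, 40.3% without centring and 42.1% with the GC correction. The D minus M share was 5.52% at 0.15, 1.27% at 0.35, 4.86% with normexp, 4.62% with the score threshold of 10, 5.88% with equal weights, 4.87% with probes well above background only, 4.88% without centring and 5.15% with the GC correction. With the 4 D-labelled arrays as a group, limma called 0 bins against M, with 5 at an unadjusted p under 0.05. With 1 array of M, and with D735 in the group, this says nothing about the difference between D and M. The chromosome 10 difference of D and M was −0.34 with normexp and within its spread under the other 5 alternatives. D735 had an altered share of 45.7% with mode centring, 26.3% without centring and 45.2% with normexp.

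Among the J groups, the J35 minus J20 difference in altered share reversed to −0.73 points at the limit of 0.35 and −1.81 points with the GC correction. It was 4.07 points with the whole-series table and 3.97 points with equal weights, each with an exact permutation adjusted p of 0.0429 (range over its alternatives 0.0429 to 0.657). J60 minus J35 shrank to −2.22 points and J60 minus J20 to −2.95 points at the limit of 0.35, and J60 minus J35 was −3.71 points with the GC correction. J60 minus J35 was −9.70 points with the whole-series table and with equal weights, each with an exact permutation adjusted p of 0.0429 (range 0.0429 to 0.657). Leaving out 1 array gave 2.99 to 4.79 points for J35 minus J20, −7.35 to −4.11 for J60 minus J20 and −11.5 to −8.31 for J60 minus J35. For J60 minus J20, and for each pair with 1 array left out, the design cannot give an adjusted p under 0.05, so these alternatives show direction and size alone.

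The leukemia list had 0 genes called by limma for J35 minus J20 with the genes' own probes, windows of 500 kb or mode centring (1 before). With own probes it had 2 for J365 minus J20 and 5 for J365 minus J60. Ehd1 in J365 minus J60 reversed to 0.025 with own probes. Of the other values, 372 of 405 for single genes kept direction and side, 226 of 325 for named regions stayed called, and 628 of 803 for named segments moved less than their spread, with none of the latter changing sign. Normexp moved 104 of 134 named segments. The slide as a block left 4 of the 20 named regions called, those on chromosomes 13 and 11 in J60 minus J20 and in J365 minus J20. The replicate number as a block left 2 of 10 called, the same 2 of J60 minus J20.

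Signal over background limits the deep losses. It was 3.87 to 8.8 in the weaker channel, and the Gpc6 value of D, −4.31, was −2.17 with normexp. The depth of such losses is therefore set by the background correction as much as by copy number.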

Other observations

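Of the tests in this part, those chosen only after the result was seen were the slide and scan tests and the chromosome order test of J365, the low signal and same DNA tests of the arrays with few calls, the heavy chain test of C3H, the Wwox test, the tests of J60 minus J20 by other splits, GC correction and slide, the splits of J35 minus J20, the count of DA1-3B arrays with a raised chromosome 15 reference signal, the test for tumour DNA in that reference and the chromosome 3 test of C3H.

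The number of losses called among Lrp1 and Ap3d1 in D was 0 here, with log2 ratios of −0.24 and −0.21. That is lower than the value quoted from the study above. The threshold of the study is not stated. Both values lie just short of the 0.25 limit used here. Calls rest on the mean of the segment around a gene, so its window value does not decide them. Kif24 (−0.24) and Stk40 (−0.21) had values like these in D and were called lost there. Lrp1 and Ap3d1 were lower in D than in M, by −0.24 and −0.22, and were called lost in D733. The direction is thus that of the study, and the call in D differs.

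The 2 J365 arrays differed from each other more than the arrays of other J groups did, with a correlation of 0.658. They were on different slides and in different scan sessions. J365 TB4 correlated at 0.947 with MO560_4, which is on another slide and in another session, just short of the 0.95 set before the test. By that criterion a slide or scan effect cannot be told apart from a difference in the DNA. A comparison chosen afterwards argued against it, since the correlation with MO560_4 was 0.29 higher than that with J365 DA13B. Dilution of the TB4 sample with reference DNA was argued against as well: it would have left the Fhit stretch at −1.06, but this lay at −3.90, and with normexp at −2.11 against −0.84. It would also have kept the order of the chromosomes, but chromosome 6 lay 0.18 above chromosome 15 in J365 DA13B and 0.19 below it in J365 TB4. No biological explanation was tested, as the labels do not tell the 2 samples apart.

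The arrays of SO_422, S0_536 and C3H had few calls. Low signal was argued against by a signal over background of at least 7.72 in these 6 arrays, near the top of the range of the 28. For SO_422, the slope of its mean on the J20 mean was 0.0327. This limits the share of such tumour DNA, but strong dilution would give a small slope too, so strongly diluted tumour DNA and DNA without tumour cannot be told apart. The same DNA in both channels was argued against in SO_422 by the immunoglobulin heavy chain locus of SO_422, which lay 0.36 above its flanks. These 2 explanations were not tested for S0_536 and C3H, although the same locus lay 0.47 above its flanks in S0_536 and chromosome 3 was raised by 0.18 in C3H. Normal mouse DNA remains a possible explanation that the labels do not state.

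Whether the heavy chain gain of SO_422 comes from the reference DNA or from the sample cannot be told apart. If the reference were from lymphoid cells with rearranged receptor genes, other receptor loci would appear gained too. Of the 4 loci not looked at before, 2 (light chain kappa, 0.13, and T cell receptor gamma, 0.15) met the limit set beforehand, while T cell receptor beta (0.04) and light chain lambda (−0.003) did not. Kappa and gamma also lay above their flanks in 5 of 5 B16 arrays, by 0.03 to 0.18 and by 0.16 to 0.26. These 2 loci therefore do not single out the DA1-3B reference. The T cell receptor alpha and delta locus, seen before and so not counted, goes with such a reference: it lay 0.22 above its flanks in SO_422 (4 of 4 arrays) and 0.13 in C3H, against −0.009 to 0.05 in the B16 arrays. The J groups, which share the reference of SO_422, had means of 0.11 to 0.18 there, but −0.06 to 0.04 at kappa and −0.15 to −0.04 at lambda. Their heavy chain locus lay above its flanks in every array, with group means of 0.16 to 0.24, which goes with the reference as the origin. The B16 arrays, whose reference has another label, had the heavy chain locus above its flanks in 5 of 5 arrays too, by 0.08 to 0.21. They test the DA1-3B reference only indirectly. C3H has the reference of SO_422, and its locus lay 0.024 above its flanks, which goes against the reference as the origin unless the C3H DNA is itself altered there, and the state of that DNA is not known. A GC trend was argued against as the whole cause, since 0.36 remained after the correction. Strain variants at these loci were not tested and stay open.

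Wwox was lost more deeply in J20 4 and J20 6 than in the other arrays. If losses were deeper throughout these arrays, chromosome X would be lower too, but its deeper value in the pair was −0.78, inside the range of −0.88 to −0.75 in the other J arrays. The Fhit level, used for this at first (deeper value −3.90), lies too near the background to tell. Both arrays were on slide 5, as were J35 4 (−1.70) and J35 5 (−1.83). With normexp the Wwox values were −1.25 in J20 4, −1.35 in J20 6 and −1.16 in J20 3, so the size of the difference depends on the background correction. A larger share of cells with the loss is a candidate explanation that was not tested.

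The called bins of J60 minus J20 were weighed against other splits of the same 6 arrays. In 1 of the 10 splits, the real one, as many bins were called, and 10 splits are too few to exclude chance. The next split, with J60 T3, J20 4 and J20 6 against the rest, gave 366 bins and follows the slides, since it sets slide 4 apart. With the GC correction the real split gave 454 bins, so a GC trend is not likely the whole cause. With the slide as a block it gave 402, of which 284 were also called without the block, and a slide effect was argued against as the whole cause for these 284 alone. Of the 5 named regions, those on chromosomes 5, 2 and 12 were no longer called with this block or with the replicate number as a block. Dilution of the J60 samples would bring J60 toward 0 everywhere, but in 52.4% of the called bins J60 lay farther from 0 than J20 or on the other side, and in 26.1% farther from 0. The biological difference between J20 and J60 stays among the open explanations, as untested.

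For J35 minus J20, 2 of the 35 splits of the 7 arrays gave at least as many bins, so chance was not excluded. The other one, with J20 3, J35 3, J35 4 and J35 5 on one side, gave 138 bins. A split that follows slide 5 (J20 4, J20 6, J35 4 and J35 5) gave 60, and with the slide as a block limma called 0 bins for the real groups, with 534 at an unadjusted p under 0.05. In the region on chromosome 1 from 179000001, the GC correction left a difference of 0.44, which argues against a GC trend as its whole cause. There J20 3 had 0.25, J20 4 −0.36 and J20 6 −0.42, so the J20 arrays may differ in clonal make-up, which was not tested.

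On the sex chromosomes, the green signal of chromosome Y probes was at most 3.54% of the autosomal signal. This is consistent with reference DNA without chromosome Y on all 28 arrays.

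The small shifts of whole chromosomes in SO_422 suggest extra copies in part of the cells that gave the DA1-3B reference. The green signal of chromosome 15 was 0.13 higher than in the B16 arrays, and the SD over 14 autosomes, without chromosomes 2, 3, 12 and 17, was 0.017. Chromosome 17 was raised by 0.06 as well, but chromosomes 4 and 12 lay at −0.06, so this size alone does not set chromosome 17 apart. In all 23 of the 23 DA1-3B arrays the green signal of chromosome 15 was at least 0.07 above the B16 mean, with 0.128 to 0.145. These include MO_1, MO560_4 and MO5365_6, which share a slide with a B16 array. The green values of 6 of the 23 had been seen before this count. Fewer copies in the SO_422 DNA could not be excluded: its red signal on chromosome 15 was −0.20 relative to C3H, but C3H is itself shifted, which was noticed after the test and left it undecided. The green signal of C3H was raised on chromosome 15 too (0.139), yet its ratio there was 0.04, as its red signal was higher. Tumour DNA in the reference was argued against by the slope of 0.0327, and a GC trend by the −0.14 that remained on chromosome 15 after the correction. The 2 references have different labels, and an effect of a strain difference between them on whole chromosomes was not tested.

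In C3H, chromosome 3 was raised by 0.18. Fewer copies in its reference were argued against, since the green signal of chromosome 3 differed from the B16 arrays by −0.0092. The red signal of SO_422 minus C3H was −0.20 on chromosomes 3, 15 and 17 alike, with an SD of 0.0053 over 14 autosomes, without these and chromosomes 2 and 12. Extra copies in the C3H sample remain open, and what raised its red signal was not tested further.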
